A study of Homo sapiens with 24 samples. Its data were reported in "PHF13 epigenetically activates TGFβ driven epithelial to mesenchymal transition" (2022).

How the data were processed

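Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was made by the authors from PANC-1 cells, a line derived from a human pancreatic ductal carcinoma. 3 histone modifications were profiled: H3K4me3, which marks promoters, H3K27ac, which marks active promoters and enhancers, and H3K27me3, which marks Polycomb-repressed chromatin. Per the labels, cells were transfected with a control siRNA (siControl) or with an siRNA against PHF13 (siPHF13). TGFβ, which induces epithelial-to-mesenchymal transition, was given at 10 ng/ml for 48 h. The groups were siControl, siControl+TGFβ and siPHF13+TGFβ, with 2 libraries per group and modification, 18 libraries in all. The 6 input samples of the series were used by the authors as controls for peak calling and were not analysed here.

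According to the methods of the study, the authors trimmed the reads with Trim Galore, aligned them to hg19 with Bowtie 2, removed duplicates with Picard and called peaks with MACS2 against input. The deposited lists hold peaks called separately in each library, so replicates could be compared by the overlap of their peaks. H3K4me3 and H3K27ac were deposited as narrow peaks and H3K27me3 as broad peaks. Each peak carries a score, a fold enrichment (a ratio over the control) and the −log10 of a p-value and of a q-value, all as the authors deposited them from the peak caller. These are the authors' own values for a peak, and were used only to rank, filter or describe peaks within a list. The score is the whole-number form of the −log10 q, and lists were ranked by the latter. The lists hold no read counts, so the depth is unknown from them and no interval that depends on it is given. Read numbers that the study lists for its libraries were not used here. A library that is more deeply sequenced or better enriched yields more and wider peaks, so list length and peak width measure the library as well as the chromatin.

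The lowest −log10 q in the H3K4me3 lists was 1.30, and so it was in the H3K27ac lists, which is below the threshold that the methods of the study state for narrow peaks. Filtering at a −log10 q of 3 was therefore added as an alternative after the data were examined. For H3K27me3, the lowest was 1.00. Inside each of the 18 lists the peaks were numbered from 1 to the length of the list with 0 numbers missing, and lay on 24 chromosomes. The study gives more peaks than the deposited list holds for all modifications in siPHF13+TGFβ replicate 1 and for H3K27me3 in siControl replicate 1, each number differing by a single changed or added digit. The deposited lists were used.

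The names of the peaks inside the lists carry group abbreviations. In the 6 lists labelled siPHF13+TGFβ these read NCT, the abbreviation that the study uses for siControl+TGFβ, and in the 6 lists labelled siControl+TGFβ they read 3AT. Groups were taken from the labels. The peak numbers that the study lists by condition follow the labels and not the names inside the lists. If the labels of these 2 groups were exchanged, every direction given for siPHF13+TGFβ against siControl+TGFβ would be the opposite, and the comparison given for TGFβ would be of other libraries.

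Coordinates are those of the deposited lists (hg19, which has the chromosome sequences of GRCh37), given 1-based. On all 24 chromosomes the last peak ended within the GRCh37 sequence, with 0 chromosomes exceeded, and within 1 Mb of its end. Genes are those of GENCODE release 44 in its GRCh37 version. Peaks of the 6 libraries of a modification were merged into regions wherever they overlapped or touched, and a library had a region if its peaks covered at least 1 bp of it. Intervals were handled with NumPy 2.4.6 in Python 3.11.15, and merging and covered length were checked on simulated intervals against bedtools and a count per base.

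The comparisons were siControl+TGFβ against siControl and siPHF13+TGFβ against siControl+TGFβ, and their tests were fixed before the data were examined. Base pairs covered by peaks were compared on the log2 scale by an exact two-sided permutation test of the libraries. With 2 libraries against 2 this exact permutation test cannot go below p = 0.333. Gained regions had a peak in both libraries of the later-named condition and in neither library of the other, and lost regions the reverse. The same count was made for the 4 mixed pairs, each made of 1 library of each group against the remaining 2. Without an effect of treatment, gains or losses would still exceed all 4 mixed pairs with a probability of 0.333. An excess over every mixed pair is thus weak evidence. Of regions gained with TGFβ, the share with no peak in either siPHF13+TGFβ library was set beside regions with a peak in all 4 siControl and siControl+TGFβ libraries, matched by decile of the mean within-list rank in the siControl+TGFβ libraries. Its 95% Wilson interval covers the counting error over regions only.

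Peak width was the log2 of base pairs covered per region, over regions with a peak in all 6 libraries. It was tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, 3 groups in a single fit, no replicate block), with a Benjamini-Hochberg adjusted p-value under 0.05. On simulated widths with the means and spreads of the 21457 H3K4me3 regions and 200 regions changed in siControl+TGFβ against siControl, this fit recovered 0% of changes of 1 on the log2 scale and 75.0% of changes of 2. For the 4966 H3K27ac regions it recovered 0% and 69.0%. The simulated spreads were those of widths centred on each library's median, while the tested widths were not centred. The residual SD was 0.33 with centring and 0.97 without it for H3K27ac, and 0.15 and 0.18 for H3K4me3. Recovery in the tested fits may thus be lower, above all for H3K27ac. Broad H3K4me3 regions were the 3% with the largest mean width over the 6 libraries, and their median width change was compared with that of all other regions. H3K4me3 peaks of at least 3000 bp were also counted per library. The bivalent share was the share of H3K4me3 regions present in at least 2 libraries that overlapped an H3K27me3 peak, per H3K27me3 library, with 100 circular shifts of the H3K27me3 peaks within chromosomes as background. Its excess over this background, and the change of broad regions in bp, were added after the data were examined. H3K27ac peaks that overlapped no H3K4me3 region were joined where they lay within 12.5 kb of each other, and joined regions of at least 20 kb were counted. The signal by which super-enhancers are ranked was not used here.

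The genes named are the target of the siRNA and those that the text of the study gives as ChIP examples, each with a window of 5 kb around its annotated transcription start sites (TSSs). The study links SOX9, MMP17, ITGA2 and COL1A1 to super-enhancers. Enhancers outside the windows were not examined. The regions named are, per modification and comparison, the gained and the lost region with the largest mean covered length in the libraries that had it. The alternatives tried were the 50% of each list with the highest scores, lists cut to the length of the shortest of the modification, the −log10 q filter, a minimum cover of 50% of a region, other size limits, centring of widths on each library's median, regions present in at least 4 libraries with a missing width set to 200 bp, fits on 4 libraries, a replicate block, and leaving out each library in turn. In the alternatives for the bivalent share and the joined regions, the set of H3K4me3 regions was kept. SciPy 1.17.1 and matplotlib 3.10.9 were used for tests and plots.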

Results

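To examine how TGFβ and PHF13 depletion change the histone modifications of PANC-1 cells, peak lists of H3K4me3, H3K27ac and H3K27me3 were compared between siControl, siControl+TGFβ and siPHF13+TGFβ cells, with 2 libraries per group. Group names are those of the labels, and the names of peaks inside the lists of both TGFβ-treated groups do not match them. The peak numbers that the study lists by condition follow the labels. Every direction below between these groups holds only if the labels are right.

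The target of the siRNA was examined first. PHF13 lies on chromosome 1 (6673791 to 6684090, plus strand). H3K4me3 peaks covered 2824 ± 264 bp around its TSSs in siControl, 3051 ± 46.7 bp in siControl+TGFβ and 2612 ± 575 bp in siPHF13+TGFβ cells (SD, n = 2). H3K27ac peaks were present in 5 of the 6 lists and H3K27me3 peaks in 0. An siRNA acts on the transcript, so these marks do not measure the depletion.

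The lists differed in length within groups. H3K4me3 lists held 30770 and 35417 peaks in siControl, 39202 and 36308 in siControl+TGFβ, and 27869 and 33491 in siPHF13+TGFβ (replicates 1 and 2). H3K27ac lists held 19413 and 25929, 36104 and 27110, and 6004 and 32403 peaks in the same order. H3K27me3 lists held 98211 and 165717, 118061 and 111490, and 59573 and 107730 peaks. Replicate 1 of siPHF13+TGFβ gave the shortest list for all 3 modifications. The study gives more peaks for each list of this replicate, and for the shorter H3K27me3 list of siControl, than the deposited lists hold, each number differing by a single changed or added digit. Every value below that rests on these libraries is that of the deposited lists. Of H3K4me3 peaks, between 54.7% and 70.3% per list lay within 5 kb of a protein-coding TSS, against 51.6% to 68.6% for H3K27ac and 17.1% to 21.7% for H3K27me3. In bp covered by both lists over bp covered by either (the Jaccard index), pairs of the same group scored 0.671 to 0.786 for H3K4me3, 0.0650 to 0.550 for H3K27ac and 0.192 to 0.461 for H3K27me3. Pairs of different groups scored 0.583 to 0.796, 0.0587 to 0.699 and 0.141 to 0.498. Overlap did not separate the groups.

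It was then asked whether TGFβ changed the length of the genome under each modification. H3K4me3 covered 33.1 ± 5.32 Mb in siControl and 39.3 ± 2.60 Mb in siControl+TGFβ, a log2 change of 0.25 that was higher in all 4 pairs of libraries (exact permutation test, two-sided, p = 0.333, the smallest that 2 against 2 libraries can give). Of the alternatives that kept all libraries, lists of equal length moved this change most, to 0.19, and without siControl replicate 1 it was 0.089. H3K27ac covered 14.1 ± 4.38 Mb in siControl and 25.3 ± 9.27 Mb in siControl+TGFβ, a log2 change of 0.83 that was higher in all 4 pairs (exact permutation p = 0.333). With lists of equal length it was 0.46, by number of peaks 0.48, and without siControl+TGFβ replicate 1 it was 0.45. H3K27me3 covered 199 ± 133 Mb and 179 ± 17.3 Mb, and the change in mean log2 length of 0.03 was smaller than the pooled SD between replicates of 0.75 (exact permutation p = 1). By number of peaks that change was −0.15.

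The same was asked of PHF13 depletion under TGFβ. H3K4me3 covered 29.9 ± 7.1 Mb in siPHF13+TGFβ, a log2 change against siControl+TGFβ of −0.41, lower in all 4 pairs of libraries (exact permutation p = 0.333). Without siPHF13+TGFβ replicate 1 it was −0.17. H3K27ac covered 1.89 Mb in replicate 1 and 28.8 Mb in replicate 2, and its log2 change of −1.73 was smaller in size than the pooled SD of 2.0 (exact permutation p = 0.667). Without siPHF13+TGFβ replicate 1 it was 0.24, in the other direction. H3K27me3 changed by −0.90 with a pooled SD of 0.98 (exact permutation p = 0.667), and without siPHF13+TGFβ replicate 1 by 0.08. One library thus set the direction of covered length for both H3K27ac and H3K27me3. By number of peaks H3K27me3 changed by −0.52 (exact permutation p = 0.333), and both siPHF13+TGFβ lists were shorter than both siControl+TGFβ lists.

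**Figure D1:**
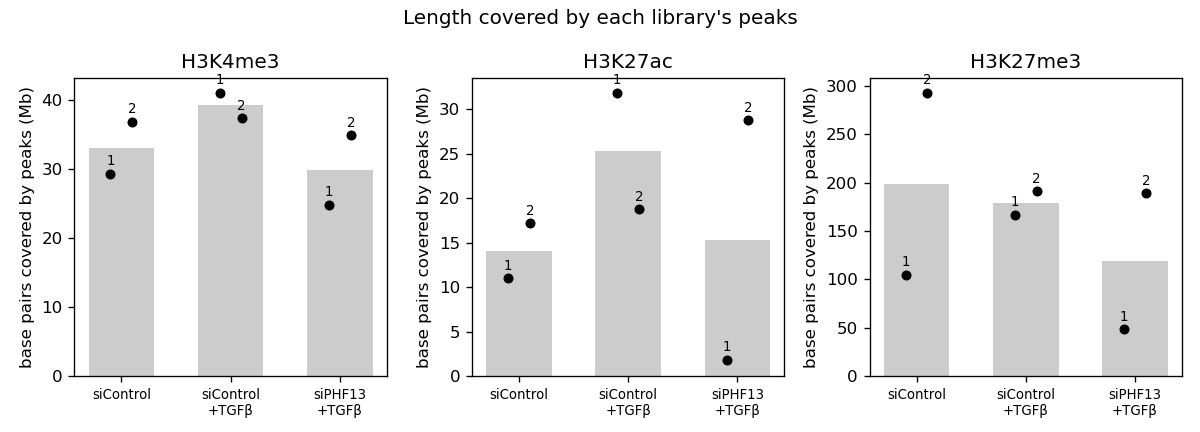
Base pairs covered by the peaks of each library (Mb, vertical axis) by group (horizontal axis) for each modification. Bars are means of 2 libraries and points are libraries, numbered by replicate. Replicate 1 of siPHF13+TGFβ is the lowest library in each panel, at 1.89 Mb for H3K27ac.

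**Figure D2:**
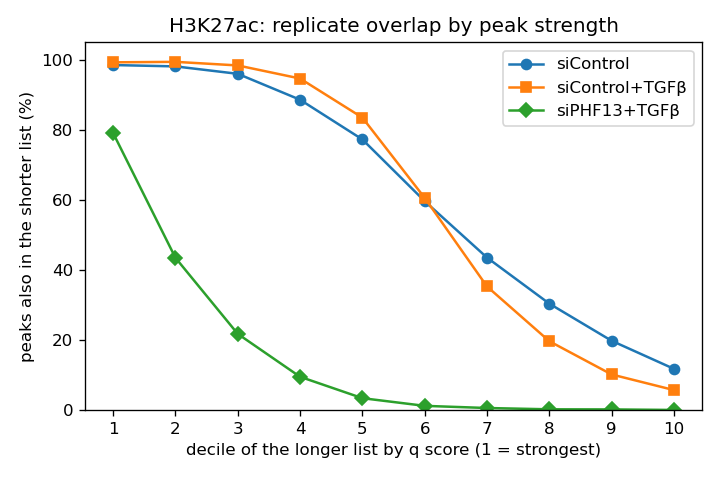
Share of the H3K27ac peaks of the longer list of each group that overlap a peak of the shorter list (vertical axis, %), by decile of the longer list from strongest to weakest (horizontal axis). Lines are groups of 2 libraries. The share in siPHF13+TGFβ starts at 79.1% and ends at 0.0309%, below both other groups.

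Regions gained and lost were then counted. With TGFβ, 1625 of 44697 merged H3K4me3 regions were gained and 103 were lost, and the mixed pairs, which treatment does not separate, gave 58 to 1691. With all peaks the gained count was thus within the range that differences between single libraries gave. Of the alternatives that kept all libraries, lists of equal length moved these counts most, to 629 gained and 230 lost, with 117 to 754 in the mixed pairs. The call depended on the filter, since the gained count exceeded every mixed pair with the 50% strongest peaks (759 against 22 to 658) and with the −log10 q filter (1774 against 36 to 1494). Without siControl replicate 1, losses outnumbered gains (2724 against 1839). Without any other single library of the comparison, gains stayed in excess. Of 39923 H3K27ac regions, 3023 were gained and 46 lost, with 11 to 1851 in the mixed pairs. The H3K27ac gain exceeded every mixed pair, and did so with lists of equal length (430 gained and 320 lost, mixed pairs 146 to 266). With 2 libraries per group, such an excess of gains or losses has a probability of 0.333 without an effect of treatment. Of 200513 H3K27me3 regions, 2039 were gained and 4414 lost, both within the 797 to 10809 of the mixed pairs. With lists of equal length the balance was the other way, with 2279 gained and 1926 lost, both within 1031 to 3600.

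With PHF13 depletion under TGFβ, 68 H3K4me3 regions were gained and 2554 lost, with 38 to 1268 in the mixed pairs. The loss exceeded every mixed pair, and with lists of equal length it was 783 against 113 to 653. As for the H3K27ac gain with TGFβ, such an excess has a probability of 0.333 without an effect of treatment. For H3K27ac, 5 regions were gained and 836 lost, with 1 to 6077 in the mixed pairs. For H3K27me3, 834 were gained and 6174 lost, with 604 to 7282 in the mixed pairs. The H3K27ac and H3K27me3 losses did not exceed what single libraries gave. Without siPHF13+TGFβ replicate 1, gains outnumbered losses for H3K27ac (4097 against 836) and H3K27me3 (20077 against 6943). For H3K4me3 losses stayed in excess (2732 against 1996). Fewer libraries must meet the rule in this setting. Without any other single library of the comparison, losses stayed in excess for all modifications.

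**Figure D3:**
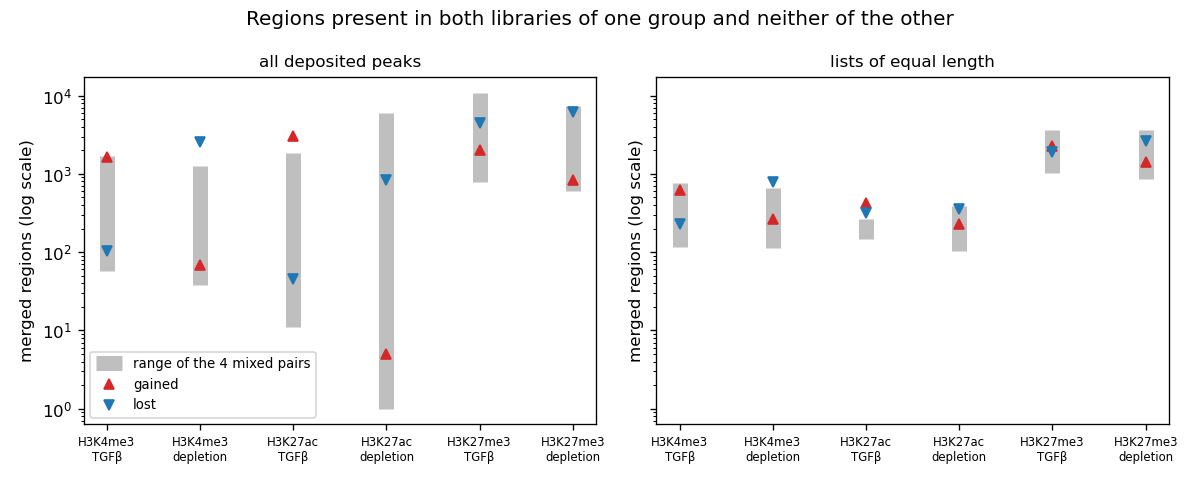
Merged regions (vertical axis, log scale) gained (red) and lost (blue) for each modification and comparison (horizontal axis), with the range of the 4 mixed pairs in grey, for all deposited peaks (left) and lists of equal length (right). Gained H3K27ac regions with TGFβ (3023 and 430) and lost H3K4me3 regions with depletion (2554 and 783) lie above the grey range in both panels, and lost H3K27ac regions with TGFβ (320) in the right panel only.

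Among gained regions, the widest for H3K4me3 with TGFβ was on chromosome 13 (109924705 to 109926483), in an exon of the lncRNA LINC03061. It was covered over 1258 ± 47.4 bp (SD, n = 2) in siControl+TGFβ, 0 bp in both siControl libraries, and 0 and 282 bp in siPHF13+TGFβ. For H3K27ac it was an intergenic region on chromosome 15 (63219954 to 63222138), 92110 bp from the nearest protein-coding TSS (TLN2), with 2118 ± 95.5 bp in siControl+TGFβ and 322 and 2082 bp in siPHF13+TGFβ. For H3K27me3 it was an intergenic region on chromosome 3 (128300024 to 128303357) with 2159 ± 313 bp. The corresponding lost regions lay in introns of PTPRJ on chromosome 11 (48077106 to 48077823, H3K4me3, 638 ± 38.2 bp) and SKAP2 on chromosome 7 (26955349 to 26962995, H3K27me3, 807 and 7647 bp), and over an lncRNA TSS on chromosome 13 (111617151 to 111618646, H3K27ac, 950 ± 457 bp).

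With depletion, the widest lost H3K4me3 region was intergenic on chromosome 14 (77422043 to 77423454, 71597 bp from the TSS of IRF2BPL). It was covered over 1385 ± 38.9 bp in siControl+TGFβ, 0 bp in both siPHF13+TGFβ libraries, and 446 and 514 bp in siControl. The widest lost H3K27ac region was intergenic on chromosome 17 (46549148 to 46551023, 1546 ± 467 bp), and the widest lost H3K27me3 region lay in an intron of CNR2 on chromosome 1 (24208513 to 24215128, 4215 ± 1697 bp). The widest gained regions lay in introns of ACTN2 on chromosome 1 (236877121 to 236878276, H3K4me3, 847 ± 433 bp) and SCOC on chromosome 4 (141203378 to 141207480, H3K27me3, 2089 ± 1693 bp), and in an exon of PLEKHA5 on chromosome 12 (19426459 to 19427225, H3K27ac, 419 ± 326 bp). Few of these 12 regions met the rule for gained or lost under every filter. With the 50% strongest peaks 2 did, the H3K27ac gain on chromosome 15 and the H3K27me3 loss on chromosome 7, and with lists of equal length 6 did.

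To ask whether regions gained with TGFβ depended on PHF13, their presence in siPHF13+TGFβ lists was examined. Of the 1625 gained H3K4me3 regions, 67.6% (95% Wilson interval 65.3 to 69.8) had no peak in either siPHF13+TGFβ library, against 13.2% of rank-matched regions. With lists of equal length these shares were 48.8% and 5.43%. For H3K27ac the shares were 24.1% (22.6 to 25.7) and 0.845%, and for H3K27me3 68.0% (65.9 to 70.0) and 12%. Gained regions were chosen for lacking a peak in siControl, which matching on siControl+TGFβ rank does not undo. With only siPHF13+TGFβ replicate 1 the H3K27ac shares were 98.9% and 95.9%. With only replicate 2 they were 24.1% and 0.845%, the same as with both, so the H3K27ac shares rest on that library alone.

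Peak width was examined because the study compared the breadth of H3K4me3 domains. Over 21457 regions with a peak in all 6 lists, the median H3K4me3 width changed by 0.13 (log2) with TGFβ and by −0.24 with depletion. Without siControl replicate 1 the former was 0.066, and without siPHF13+TGFβ replicate 1 the latter was −0.084. In limma with Benjamini-Hochberg adjustment, 0 regions were wider and 0 narrower in either comparison. At an unadjusted p under 0.05, 543 were wider and 7 narrower with TGFβ, and 9 wider and 1560 narrower with depletion. After centring each library on its median these were 435 and 106, and 219 and 647. With TGFβ, the fit over 6 libraries recovered 0% of the simulated changes of 1 on the log2 scale. Changes of that size in 200 regions were thus not detectable in that fit. No simulation was run for depletion or for the other fits. Over 4966 H3K27ac regions, the median changes were 0.35 with TGFβ and −1.04 with depletion, with 0 adjusted calls in either direction and 6 wider and 0 narrower with TGFβ, and 0 and 0 with depletion, at an unadjusted p under 0.05. The count with TGFβ depended on the libraries in the fit. On the 4 libraries of the comparison alone it was 720 wider and 0 narrower, with a residual SD of 0.22 in place of 0.97, and over regions present in at least 4 libraries 341 and 0, again with 0 adjusted calls. Centring gave 127 wider and 6 narrower with TGFβ, and 60 and 6 with depletion. When each library of the comparison was left out in turn, the median change with TGFβ ranged from 0.21 to 0.49. Without siPHF13+TGFβ replicate 1 the median change with depletion was 0.06.

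The 644 broadest H3K4me3 regions (3%, mean width of at least 2595 bp) changed by a median of 0.10 with TGFβ, against 0.13 for the other 20813 regions, a difference of −0.03 that was below 0 in 4 of 4 library pairs (exact permutation p = 0.333). With depletion they changed by −0.19 against −0.24, a difference of 0.06 that was below 0 in 0 of 4 pairs (exact permutation p = 0.333). On the log2 scale broad regions thus changed less than the others in both comparisons. In bp they changed more, by a median of 206 against 127 with TGFβ (exact permutation p = 0.333) and of −346 against −224 with depletion (exact permutation p = 0.667, with the other direction in 1 of 4 pairs). H3K4me3 peaks of at least 3000 bp numbered 48 and 203 in siControl, 265 and 168 in siControl+TGFβ, and 5 and 191 in siPHF13+TGFβ. The differences between group means, 91 with TGFβ and −118.5 with depletion, had pooled SDs of 91.4 and 104.9 (exact permutation p = 0.667 for each). Without siControl replicate 1 the first was 13.5, and without siPHF13+TGFβ replicate 1 the other was −25.5. Peaks of at least 2000 bp numbered 2572 and 3881, 4714 and 4114, and 1307 and 3680 in the same order. At this limit the differences, 1187.5 and −1920.5, had one direction in all pairs of libraries (exact permutation p = 0.333 for each).

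Poised regions were examined through the overlap of H3K4me3 regions with H3K27me3 peaks. Of 34159 H3K4me3 regions, 18.8 ± 3.87% overlapped an H3K27me3 peak in siControl, 18.9 ± 0.0745% in siControl+TGFβ and 15.3 ± 4.54% in siPHF13+TGFβ. The change with TGFβ was 0.101 percentage points (exact permutation p = 1). With depletion it was −3.66 points, with a pooled SD of 3.21 points (exact permutation p = 0.333), and with lists of equal length −2.50. Without siPHF13+TGFβ replicate 1 it was −0.457, so that this library set most of it. Shifted H3K27me3 peaks overlapped 12.4 ± 6.34% of regions in siControl, 11.3 ± 0.405% in siControl+TGFβ and 7.88 ± 4.82% in siPHF13+TGFβ, so that this background changed by −3.38 points with depletion. The excess of the observed share over it changed by −0.284 points with depletion, with a pooled SD of 0.395 points (exact permutation p = 0.667), and by 1.23 points with TGFβ, with a pooled SD of 1.78 points (exact permutation p = 1). The observed share was 1.28 to 2.70 times the background, and this ratio was highest in siPHF13+TGFβ replicate 1, which had the lowest share.

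Joined H3K27ac regions of at least 20 kb away from H3K4me3 numbered 4 and 13 in siControl, 99 and 19 in siControl+TGFβ, and 0 and 47 in siPHF13+TGFβ. The mean difference with TGFβ was 50.5 with a pooled SD of 40.3 (exact permutation p = 0.333), and with depletion −35.5 with a pooled SD of 46.4 (exact permutation p = 0.667). The first rested largely on siControl+TGFβ replicate 1, without which it was 10.5, and the other was then 4.5. With lists of equal length there were 0 such regions in all 6 libraries. That length is the 6004 peaks of siPHF13+TGFβ replicate 1, which had 0 such regions with all its peaks. The cut thus left nothing to compare and tests neither difference.

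Genes used as ChIP examples were examined last, within 5 kb of their TSSs and without more distant enhancers. At each of the genes below, H3K4me3 peaks were present in all 6 lists. Around SNAI1 (chromosome 20, 48599517 to 48605423) they covered 2585 ± 951 bp in siControl, 2795 ± 374 bp in siControl+TGFβ and 2142 ± 1090 bp in siPHF13+TGFβ. H3K27ac there covered 229 and 0 bp, 1907 and 779 bp, and 0 and 870 bp. Around MMP2 (chromosome 16, 55423612 to 55540603) H3K27ac covered 503 ± 416, 2379 ± 647 and 1087 ± 1537 bp in the same order, and around SOX9 (chromosome 17, 70117161 to 70122557) 1321 ± 412, 2581 ± 1041 and 1093 ± 1546 bp. Around COL1A1 (chromosome 17, 48261462 to 48278993) it covered 342 ± 110, 2074 ± 1643 and 631.5 ± 893 bp. MMP17 and ITGA2 had H3K27ac peaks in all 6 lists, and means there were also highest in siControl+TGFβ. In siPHF13+TGFβ replicate 1, H3K27ac peaks were absent from SNAI1, MMP2, SOX9, COL1A1 and PAPLN, while replicate 2 had 870, 2174, 2186, 1263 and 995 bp. With lists of equal length 0 of the 6 lists had an H3K27ac peak at any of these 5 genes. That length is the one of the replicate 1 list itself, so the cut cannot tell list length from a loss of H3K27ac there. H3K27me3 peaks were present in all 6 lists at PCDHB8, PAPLN and COL1A1. They covered 1828 ± 707, 2027 ± 142 and 2044 ± 549 bp at PCDHB8 (chromosome 5, 140557371 to 140560120), 4159 ± 1676, 5341 ± 663 and 3147 ± 1151 bp at PAPLN (chromosome 14, 73704205 to 73741348), and 3977.5 ± 917, 4560.5 ± 241 and 2736.5 ± 1766 bp at COL1A1. At MMP17 (chromosome 12, 132312938 to 132336328) H3K27me3 covered 540 and 1616 bp in siControl, 1096 and 551 bp in siControl+TGFβ, and 0 bp in both siPHF13+TGFβ libraries, and with lists of equal length 2 of the 6 lists had a peak there. H3K27me3 at MMP2 was present in 5 lists, and at SNAI1, SOX9 and ITGA2 in 0. For H3K27ac at these genes the spread between replicates of siPHF13+TGFβ was of the order of the group differences.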

Values the study reported

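The study reported 231 and 28 genes, in 2 sets, with H3K4me3 peaks that were broader in TGFβ-treated than in control cells. It distinguished 594 super-enhancers from typical enhancers by ranking H3K27ac signal, with a median length of 33 kb, against 1.4 kb for typical enhancers.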

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

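The −log10 q filter, the excess of the bivalent share over its background and the change of broad regions in bp were chosen after the data were examined, and the other alternatives before. Covered length kept its direction for H3K4me3 and H3K27ac under stricter peaks, lists of equal length, the q filter and number of peaks, and for H3K27me3 under stricter peaks and lists of equal length (the q filter was run only for the other modifications), except that the TGFβ change was −0.15 by number of peaks. The cause was not tested.

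With lists of equal length, TGFβ gained and lost 629 and 230 H3K4me3, 430 and 320 H3K27ac and 2279 and 1926 H3K27me3 regions, and depletion 263 and 783, 228 and 358, and 1435 and 2658. For H3K27me3 with TGFβ the share of gains among both rose from 31.6% to 54.2%, so losses no longer prevailed. Equal numbers of peaks push gains and losses toward balance by construction, so this does not show that length caused the losses. With stricter peaks the counts that moved were 759 gained and 66 lost (H3K4me3), 1848 gained (H3K27ac), and 1242 gained and 2445 lost (H3K27me3) with TGFβ, and 1330 lost (H3K4me3), 549 lost (H3K27ac), and 555 gained and 3439 lost (H3K27me3) with depletion. With at least 50% of a region covered, H3K27ac gains with depletion were 2, H3K27me3 losses with TGFβ 2518, and H3K27me3 gains and losses with depletion 256 and 3921. The q filter gave 65 H3K4me3 losses with TGFβ and 3 H3K27ac gains with depletion.

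The share of TGFβ-gained regions without a peak after depletion, and its excess over matched regions in percentage points, stayed above 0 throughout. With 50% cover they were 74.1% and 56.8 (H3K4me3), 18.5% and 16.8 (H3K27ac), and 79.5% and 40.0 (H3K27me3). With stricter peaks they were 77.3% and 66.7, an excess of 21.7 for H3K27ac, and 61.8% and 49.3. With lists of equal length they were 48.8% and 43.4, 36.5% and 30.8, and 45.1% and 38.0. With the q filter they were 20.5% and 19.8 for H3K27ac. The cause was not tested.

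Centring widths on each library's median set the median changes near 0 by construction (−0.0065 and 0.023 for H3K4me3 with TGFβ and depletion, −0.062 and 0.10 for H3K27ac). The count of adjusted limma calls was 0 in every fit for which it was taken. It was not taken for fits that left out a library or for the splits of centred libraries. At an unadjusted p under 0.05, the fit on the 4 libraries of a comparison gave 1439 wider and 29 narrower H3K4me3 regions with TGFβ (543 and 7 over 6 libraries) and 13 and 1261 with depletion, and regions in at least 4 libraries gave 1043 and 18, and 17 and 2176. For H3K27ac with TGFβ these were 720 and 0, and 341 and 0 (6 and 0 over 6 libraries). The fit over 6 libraries shares its spread with siPHF13+TGFβ. The difference between broad and other H3K4me3 regions changed sign when taken in bp, to 78.75 with TGFβ and −122.25 with depletion, since an equal log2 change is more bp in a wider region. Peaks of at least 2000 bp kept both directions, with differences of 1187.5 and −1920.5. Peaks of at least 4000 bp were so few that the TGFβ difference was −1.5. Joined H3K27ac regions of at least 20 kb were 0 in every library with lists of equal length, so that setting tests neither difference.

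Of the 12 named regions, 10 no longer met the rule for gained or lost with stricter peaks (in 6 of them no list of the comparison had a peak left), 6 with lists of equal length (in 2 no list had one), and 1 of 8 with the q filter. Near the named genes, H3K27ac peaks at equal length were left in 0 lists at PHF13, SNAI1, MMP2, SOX9, COL1A1 and PAPLN, 2 at MMP17 and 4 at ITGA2, and H3K27me3 peaks in 3 at MMP2 and 2 at MMP17. H3K4me3 peaks were in all 6 lists at equal length.

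Leaving out each library in turn never lowers counts of gained and lost regions, since fewer libraries must meet the rule. With TGFβ these ranged from 1839 to 6047 gained and 162 to 2724 lost (H3K4me3), 3262 to 13408 and 54 to 1017 (H3K27ac), and 2501 to 17361 and 7044 to 70711 (H3K27me3). With depletion they ranged from 94 to 1996 and 2732 to 7640, 5 to 4097 and 836 to 15743, and 1507 to 20077 and 6943 to 28060. Shares without a peak after depletion ranged from 36.5% to 95.4% with an excess of 21.6 to 66.2 (H3K4me3), 12.2% to 98.9% with 3.01 to 43.9 (H3K27ac), and 33.1% to 94.0% with 22.1 to 73.1 (H3K27me3).

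For the other measures, leaving out each library gave log2 covered length changes of −3.69 to 0.24 for H3K27ac with depletion, −0.71 to 0.77 for H3K27me3 with TGFβ and −1.88 to 0.081 for H3K27me3 with depletion. The difference in broad H3K4me3 width ranged from −0.033 to −0.021 with TGFβ and 0.041 to 0.080 with depletion. The bivalent share with TGFβ ranged from −2.64 to 2.84 points, joined H3K27ac regions with depletion from −75.5 to 4.5, and the median H3K27ac width change with depletion from −2.19 to 0.056. The depth, which the lists do not give and which was not used here, limits all of these, since list length was not separated from it.

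Replicate numbers are shared by the groups, but the labels do not say that they mark a batch. Correlations of same-numbered deviations in width were −0.26, 0.46 and −0.22 for H3K4me3, so the numbers were not taken to pair the libraries. As a replicate block, the log2 change of H3K4me3 covered length was 0.25 with TGFβ and −0.41 with depletion (sign-flip permutation, exact p = 0.5 each, the smallest it can give), and limma with the block made 0 adjusted calls. It changed no call.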

Other observations

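The tests of list length against region counts, of the width offset, of the strongest peaks and of the peak names were chosen after those results were seen, as were the tests of the short H3K27ac list for peaks left out irrespective of strength and for missing weakest peaks. The criterion for the strongest peaks first asked for a background share under 10%, and was changed to a test against the background after that share was seen. The width offset was first to be tested on adjusted calls, of which there were 0, and its criterion and those for list length against region counts were changed after a first outcome. The fall over deciles of the short H3K27ac list, and the tests of the bivalent share and of the overlap between libraries, were chosen before, and the fall was set beside the other groups after.

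Replicate 1 of siPHF13+TGFβ held 6004 H3K27ac peaks and replicate 2 held 32403. The study gives more peaks for the former list than were deposited, by a single added digit, and a typing error there is a possible explanation. The peaks inside the deposited list were numbered from 1 to 6004 with 0 numbers missing. Of the strongest decile of replicate 2 peaks, 79.1% had a peak in replicate 1, and of the weakest decile 0.0309%, a fall of 79.1 percentage points. This argues against peaks left out of the list irrespective of their strength. The pairs of the other groups fell more, by 86.8 to 93.6 points, so the fall does not separate a lower enrichment or depth of that library from other causes. With the shorter list of each group limited to 6004 peaks, the strongest decile reached 93.1% in siControl and 93.2% in siControl+TGFβ, against 79.1% here. This argues against a list that only lacks its weakest peaks. Lower enrichment or depth and a real loss of H3K27ac in that sample cannot be told apart here, since the lists hold no depth and the read numbers that the study lists were not used.

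In H3K27ac with TGFβ, 3023 regions were gained, more than in any mixed pair. If list length were the whole cause, lists of equal length would bring the count among the mixed pairs. It was 430 against 146 to 266, above every mixed pair. With 2 libraries per group that has a probability of 0.333 without an effect of treatment, so it argues only weakly against length. However, 320 regions were then lost. A cut to equal numbers of peaks pushes gains and losses toward balance by construction. The cut was also to 6004 peaks, the length of siPHF13+TGFβ replicate 1, a list outside this comparison. The 320 losses thus do not show how much of the one-sided excess with all peaks owes to length. Gains were then 57.3% of gained and lost regions, while a mixed split reached 58.8%. The imbalance left at equal length thus cannot be told apart from differences between single libraries. A TGFβ effect on H3K27ac stays open as a hypothesis, since width and enrichment were not equalised. The loss of H3K4me3 regions with depletion was 783 against 113 to 653 at equal length. It lies above the mixed pairs by less than their own range, so list length and depletion cannot be told apart here with 2 libraries per group. For H3K4me3 with TGFβ, 73.2% of gained and lost regions were gains at equal length (94.0% with all peaks), while a mixed split reached 86.6%, so the imbalance cannot be told apart from differences between single libraries.

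H3K4me3 regions with an unadjusted p under 0.05 were mainly wider with TGFβ and narrower with depletion. If a width offset of whole libraries were the whole cause, centring each library on its median width would remove the imbalance. In the 4 libraries of each comparison, 79.3% were still wider with TGFβ (686 wider and 179 narrower) and 83.7% narrower with depletion (172 and 880). Mixed splits of the same centred libraries reached 85.2% and 90%, so single libraries differ in ways that are not an offset, and by as much. An offset, other differences between libraries and a biological change in width cannot be told apart with 2 libraries per group.

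The bivalent share followed the length covered by H3K27me3 over the 6 libraries (Pearson r = 0.96, exact permutation p = 0.00694, Spearman rho = 0.829, exact permutation p = 0.0583, 1 relation computed). Without the 2 libraries farthest from the median length r was 0.92. With depletion the share under shifted peaks changed by −3.38 points, near the −3.66 of the observed share, and the excess over it by −0.284, less than its pooled SD of 0.395. No fall beyond that background was thus detectable. The rho fell between the values set for and against coverage as the cause, so over the 6 libraries coverage and a change at poised regions cannot be told apart.

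6 regions were among the 20 strongest peaks of all 18 lists, although H3K27ac and H3K27me3 are alternative modifications of the same residue. They include chromosome 1 (121484056 to 121485453), chromosome 8 (43092746 to 43097533) and chromosome 19 (27731789 to 27741107). All of them, 100%, lay within 1 Mb of an assembly gap of at least 50 kb, against 16.9% of all H3K4me3 regions (exact binomial p = 2.3e-05). This is consistent with reads of repeats that the assembly holds in too few copies, which the input control did not remove. No biological explanation was tested.

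Group abbreviations in the peak names did not match the labels. NCT, the name for siControl+TGFβ in the study, was carried by 6 of the 6 lists labelled siPHF13+TGFβ and by 0 of the 6 lists labelled siControl+TGFβ. A candidate explanation is labels of siControl_TGFb and siPHF13_TGFb exchanged, and a naming habit is another. The peak numbers that the study lists by condition follow the labels, which favours the labels over the names. No peak measurement separates the explanations, so from the lists they cannot be told apart. If the names were right, TGFβ would be read from siControl against the lists labelled siPHF13+TGFβ. There, 102 H3K4me3 regions were present in the latter only and 439 in the former only (mixed pairs 16 to 3306), with 47 and 55 for H3K27ac (1 to 5269) and 410 and 6407 for H3K27me3 (250 to 19278). With lists of equal length these were 240 and 343 (56 to 1348), 252 and 313 (140 to 428), and 1533 and 2318 (737 to 4987). All of these counts lay within the mixed pairs. Every mixed split includes siPHF13+TGFβ replicate 1, the shortest list of each modification. Regions present only in the lists labelled siPHF13+TGFβ must also have a peak in that short list. These counts thus do not exclude a TGFβ effect if the names were right.

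Pairs of libraries from different groups overlapped as much as pairs of the same group, and 4 of the 9 same-group pairs had a Jaccard index above the median of the other pairs of their modification. If list length were the cause, lists of equal length would have raised that number. It stayed at 4 of 9, or 44.4%, which argues against list length alone. Differences in enrichment and similarity of the groups stay open.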
